A study of Caenorhabditis elegans with 6 samples. Its data were reported in "Deactivation of the GATA Transcription Factor ELT-2 Is a Major Driver of Normal Aging in C. elegans" (2016).

How the data were processed

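Whole-animal messenger RNA of the nematode Caenorhabditis elegans (wild-type strain N2) was sequenced from 6 cultures at the L4 stage, the last larval stage before adulthood. Per the labels, synchronized L1 larvae, about 10000 for a culture, were fed bacteria that carried either an empty vector (control) or a construct producing double-stranded RNA against elt-2 (elt-2 RNAi), and were collected after 28 hours. elt-2 encodes a GATA transcription factor of the intestine. The labels gave 3 control libraries and 3 elt-2 RNAi libraries, each with a letter A, B or C, and the groups were taken from those labels alone. The elt-2 counts went against the labels (see the elt-2 level in each library), so the groups are called labelled groups throughout.

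Libraries were made by 3SEQ, which sequences the 3-prime ends of poly-A transcripts, and were pooled with barcodes before sequencing. The authors deposited raw read counts per gene, with 1 column for each library and 1 transcript named for each gene. The study used uniquely mapped reads. The aligner, the counting program, the genome build, the annotation and the use of strand were not stated. Reads from members of a multigene family with near-identical 3-prime ends can be lost or split under such counting, as can reads of overlapping genes, and 30.1% of the tested genes with an annotation overlapped another protein-coding gene. The table held 19512 genes, and 19081 of them (97.8%) were paired by sequence name with a single gene of the WBcel235 annotation (Ensembl release 115), from which symbols, positions and transcript lengths were taken. All coordinates are of WBcel235 and were not part of the deposited table. The 431 unpaired genes kept their sequence names and stayed in the tests.

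Total counts ranged from 16568515 to 35047530 for a library. Genes with few counts were removed by filterByExpr in edgeR 4.0.16 (R 4.3.3), which left 11474 genes. Library sizes were scaled with TMM factors. The labelled elt-2 RNAi group was compared with the labelled control group by edgeR's quasi-likelihood test, two-sided, with group as the only term, and genes with a Benjamini-Hochberg adjusted p under 0.10 were called. Standard errors were the absolute log2 fold change divided by the square root of the F statistic. CPM values are counts divided by the TMM-scaled library size, or by the library size alone where that is named, and expressed per 1000000 counts. elt-2 was also compared by an exact two-sided permutation test of log2 CPM, where 3 libraries against 3 cannot give a p below 0.1. A count of 3 or fewer in all libraries of a group was treated as the floor, and 94 tested genes were at the floor in 1 of the labelled groups. Intervals were not drawn on counts, since reads without molecular identifiers are not independent molecules.

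Gene sets were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with fry and with camera at an estimated correlation beside it, at a threshold of 0.05. Each list median was also compared with 10000 random lists of the same size, matched on mean expression in 20 bins, and each family median with 2000. The families were also compared with 2000 lists drawn only from genes outside the 14 families, a comparison chosen after seeing the data. The lists were genes lower or higher at the L1 stage after elt-2 RNAi, which the study took from other libraries, genes bound by ELT-2 and regulated with age, which rest on binding and microarray data, the study's list of genes changed at L4, which was chosen on the libraries analysed here, and the study's 3 classes, called general intestinal, intestinal establishment and adult function, whose definition used both stages. The 14 gene families were defined by symbol, with at least 4 tested members each, and were adjusted as a family of tests.

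Individual genes were named by a rule set before the data were examined: elt-2, the 3 reporter genes of the study, other GATA factors, the 6 reference genes of its qRT-PCR, the vitellogenins, 5 further factors (nhr-28, unc-62, skn-1, nhr-76 and pqm-1), and the 6 largest falls and 6 largest rises among called genes with a mean of at least 10 CPM and no overlap between the labelled groups. The alternatives, also set before the data were examined, were library size alone, library size without the most abundant 3% of genes, DESeq2 1.42.0, a rank product test over the 9 between-group pairs with 100 permutations, no filter, at least 10 counts in every library, a replicate block, 6 fits that each left out 1 library, an adjusted p under 0.05, and a change of at least 2-fold. An alternative that left out both replicate B libraries was chosen after seeing the data. The test was tried on simulated data with 4-fold changes. At low dispersion it recovered 100% of 195 changed genes among 11170 tested, with 10.6% false calls, and at the dispersion of these libraries it recovered 27.1% of 192 among 11080. Figures were drawn with matplotlib.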

Results

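To ask which genes depend on elt-2 at the L4 stage, the design compared 3 cultures labelled elt-2 RNAi with 3 labelled control. The libraries labelled control A, B and C held 16568515, 22996630 and 24168901 counts, and those labelled elt-2 RNAi A, B and C held 29578175, 30055925 and 35047530. Every library labelled elt-2 RNAi was therefore deeper than every library labelled control. The number of genes with at least 1 count went the other way, from 16454 in control A to 14326 in elt-2 RNAi C, and the median count over all 19512 genes fell from 57 to 11. Counts were concentrated on few genes. The most abundant 3% of genes took 72.8%, 86.6% and 90.9% of the counts in control A, B and C, and 90.8%, 92.3% and 93.3% in elt-2 RNAi A, B and C. Cytoplasmic ribosomal protein genes alone took between 40.8% of the counts in control A and 56.2% in elt-2 RNAi C. The TMM factors that adjust for this ranged from 3.47 in control A to 0.491 in elt-2 RNAi C.

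**Figure D1:**
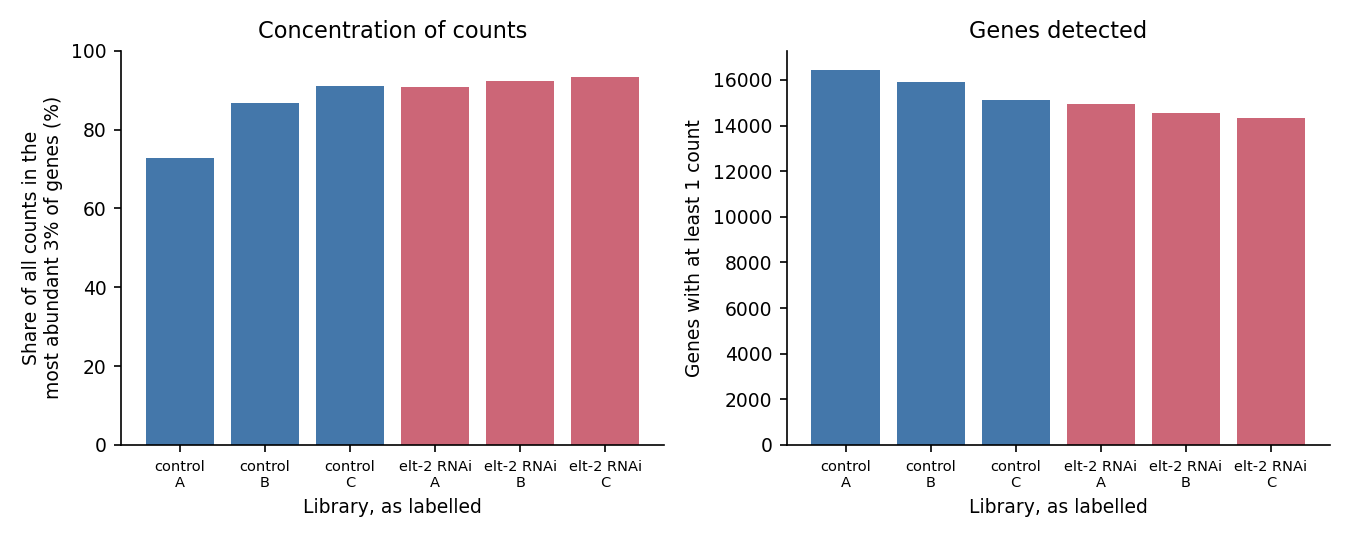
Composition of the 6 libraries, as labelled. Bars give the share of all counts in the most abundant 3% of genes (left, percent) and the number of genes with at least 1 count (right); control A has the lowest share, 72.8%, and the most genes, 16454.

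Correlations of log2 CPM across the 11474 tested genes, which are not independent replicates, were between 0.835 and 0.887 within the labelled controls, between 0.898 and 0.948 within the libraries labelled elt-2 RNAi, and between 0.640 and 0.887 across the labelled groups. The low values across the groups were those of control A, from 0.640 to 0.696. Controls B and C had 0.804 to 0.887 with the libraries labelled elt-2 RNAi, a range that overlapped the one within the labelled controls. The first principal component carried 62.9% of the variance and separated the labelled groups, with control A farthest out. The second carried 17.6% and placed control B and elt-2 RNAi A at one end and elt-2 RNAi B at the other. The labels gave no preparation or sequencing batch, so a batch that followed the labelled groups could not be told apart from them.

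The target of the RNAi was examined first. elt-2 (C33D3.1; WBcel235 chromosome X, 10481240 to 10483441, plus strand) had 233, 48 and 78 counts in the libraries labelled control A, B and C, and 689, 111 and 3070 counts in those labelled elt-2 RNAi A, B and C. After TMM scaling these were 4.09, 1.54 and 3.32 CPM against 33.4, 5.82 and 179 CPM, or 2.98 ± 1.31 CPM (SD, n = 3) against 72.6 ± 92.8 CPM (SD, n = 3). The knocked-down gene was thus higher in the libraries labelled elt-2 RNAi, against the direction of the label, with a log2 fold change of 4.60 (SE 1.16; edgeR quasi-likelihood test, adjusted p 0.0395). All 3 of these libraries lay above all 3 labelled controls. An exact two-sided permutation test gave p = 0.1, the smallest value that 3 against 3 libraries allow. With library size alone elt-2 RNAi B lay below control A (3.69 and 14.1 CPM) and the exact permutation p was 0.2. The rank product moved the estimate most, to 2.09. The call rested on single libraries. Without elt-2 RNAi C the log2 fold change was 2.80 and the edgeR adjusted p 0.135, and without control A they were 4.70 and 0.104. Since the target went against the labels, every direction given here is between libraries as labelled, and none is taken as an effect of lower elt-2.

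**Figure D2:**
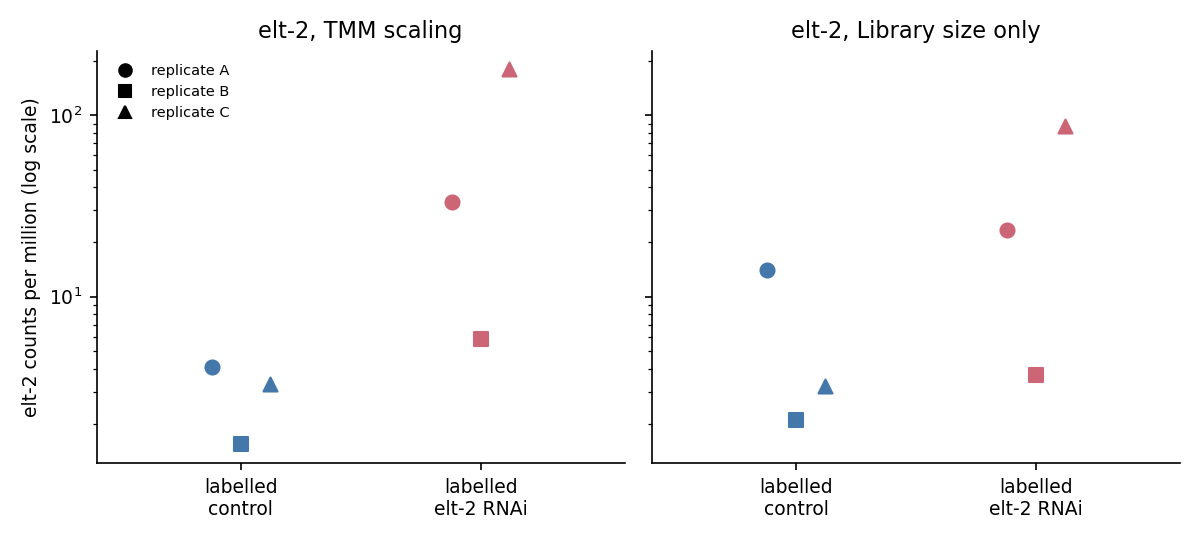
CPM of elt-2 in each library (log scale), with TMM scaling (left) and with library size alone (right); symbols mark the replicate letter and each point is 1 library. With TMM scaling all 3 libraries labelled elt-2 RNAi lie above the 3 labelled controls, from 5.82 to 179 CPM against 1.54 to 4.09 CPM.

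Genome-wide, 3312 of the 11474 tested genes differed between the labelled groups (edgeR, adjusted p under 0.10). Of these, 1823 were lower and 1489 higher in the libraries labelled elt-2 RNAi, and 4180 genes had an unadjusted p under 0.05. The groups did not overlap for 1688 of the lower and 1461 of the higher genes. Over all tested genes 46.7% had non-overlapping groups, against 10% by chance. The biological coefficient of variation was 0.525. The balance of directions depended on the scaling. With library size alone 6000 genes were lower and 441 higher (93.2% of the calls lower), and with library size computed without the most abundant 3% of genes 3553 were lower and 1115 higher (76.1% lower). These scalings moved the median log2 fold change of all tested genes from -0.12 to -1.76 and -0.59. The counts also rested on single libraries. Without elt-2 RNAi C, 20 genes were lower and 445 higher. Without elt-2 RNAi B the counts were 414 and 849, without elt-2 RNAi A 695 and 995, and without control A 588 and 1057.

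Among called genes with a mean of at least 10 CPM and no overlap between the labelled groups, the largest falls were in F15E6.10, fmo-2 (K08C7.5), noah-1 (C34G6.6), T09B4.5, the noncoding RNA tts-1 (F09E10.11) and noah-2 (F52B11.3), with log2 fold changes between -6.38 and -4.67. Their control values were spread. noah-1 (chromosome I, 5874416 to 5878958, minus strand) had 45.8, 18.8 and 1.36 CPM in control A, B and C against 0.291, 0.524 and 0.465 CPM in elt-2 RNAi A, B and C for a log2 fold change of -5.68 (SE 1.16, edgeR adjusted p 0.0228). fmo-2 (chromosome IV, 10682524 to 10684367, plus strand) had 89.3, 9.59 and 7.83 CPM against 0.825, 0.210 and 0.233 CPM, with a log2 fold change of -6.36 (SE 1.22, edgeR adjusted p 0.0186). None of these 6 falls was called without elt-2 RNAi C, where edgeR adjusted p values ran from 0.107 to 0.197. Without that library the log2 fold change of noah-1 was -5.64 and that of fmo-2 -5.97.

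Among called genes under the same limits, the largest rises were in msd-2 (F44D12.5), tomm-7 (ZK652.2), Y66A7A.9, Y48E1B.8, cpg-9 (Y67D8C.8) and the pseudogene ZK380.t2, with log2 fold changes between 6.03 and 9.09. tomm-7 (chromosome III, 7859613 to 7860159, plus strand) had 44, 46 and 21 counts in control A, B and C against 7340, 7210 and 9386 counts in elt-2 RNAi A, B and C. This was 1.05 ± 0.374 CPM (SD, n = 3) against 427 ± 104 CPM (SD, n = 3), a log2 fold change of 8.67 (SE 0.66, edgeR adjusted p 0.00335), and it stayed called in all 6 fits that each left out 1 library. Such fits cannot tell a difference between cultures from a batch that followed the labelled groups. msd-2 (chromosome IV, 10029083 to 10029412, plus strand) had 0, 10 and 7 counts against 1878, 1439 and 2591, with a log2 fold change of 9.09 (SE 1.23, edgeR adjusted p 0.00583). It overlaps F44D12.16, and strand use was not stated, so its source is uncertain. For Y48E1B.8, which overlaps clec-145, control A and B had 3 counts each and control C had 139, and the call was lost without elt-2 RNAi C (log2 fold change 6.51, edgeR adjusted p 0.147).

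Of the 3 genes the study followed with reporters, T28H10.3 (lgmn-1; chromosome V, 12513056 to 12514941, plus strand) was lower in the libraries labelled elt-2 RNAi, at 2.51 ± 1.19 CPM against 35.6 ± 31.8 CPM (SD, n = 3), with a log2 fold change of -3.82 (SE 0.77, edgeR adjusted p 0.0224; 0.106 without elt-2 RNAi C, at -3.99). It overlaps cal-1. ges-1 (R12A1.4) changed by -1.18 (SE 0.63, edgeR adjusted p 0.203) and gst-42 (D1053.1) by -0.38 (SE 0.63, edgeR adjusted p 0.674), which was not larger than the spread between replicates, and both groups overlapped. ges-1 had 7.9, 2.4 and 6.3 CPM in control A, B and C. In elt-2 RNAi A, B and C it had 1.4, 4.6 and 1.3 CPM. With library size alone (median gene -1.76) ges-1 and gst-42 were called lower (edgeR adjusted p 0.0289 and 0.0662). Without the most abundant 3% of genes ges-1 was called (-1.64, adjusted p 0.0982). It was also called without the 2 replicate B libraries, a fit chosen after seeing the data (-2.44, adjusted p 0.0629). It was called in none of the 6 fits that left out a library. Among the GATA factors elt-7 (C18G1.2) and egl-18 (F55A8.1) were lower by edgeR, with log2 fold changes of -1.44 (adjusted p 0.0566) and -1.57 (adjusted p 0.0787). elt-7 lost its call in each fit without 1 of the libraries labelled elt-2 RNAi, and egl-18 in 4 of the 6 fits. elt-3 and elt-6 were not called, and elt-4, end-1 and end-3 had too few counts to be tested. Of the further factors unc-62 (-1.67, adjusted p 0.0467) and pqm-1 (-1.45, adjusted p 0.0776) were lower and nhr-76 (2.40, adjusted p 0.0247) was higher by edgeR, and each lost its call without elt-2 RNAi C. unc-62 also lost it without control A (adjusted p 0.105) and without elt-2 RNAi B (adjusted p 0.129). Among the 6 fits pqm-1 kept its call only without control C (adjusted p 0.0265). nhr-76 was also lost with library size alone (0.80, adjusted p 0.431). nhr-28 and skn-1 were not called.

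Among the 6 qRT-PCR reference genes, let-70 did not differ, at 24.0 ± 3.76 CPM against 23.9 ± 2.42 CPM (SD, n = 3). tbb-2 (C36E8.5) was higher in all 3 libraries labelled elt-2 RNAi (log2 fold change 1.91, SE 0.70, edgeR adjusted p 0.0938), a call that was lost with library size alone (adjusted p 0.125), without the most abundant 3% of genes (adjusted p 0.116) and in 4 of the 6 fits that left out a library. htz-1, pmp-3, Y45F10D.4 and cdc-42 were not called. With library size alone the 5 references other than tbb-2 were called lower, with let-70 at -1.77, close to the median gene at -1.76. Of the vitellogenin genes, whose reads can be shared between similar copies, only vit-5 (C04F6.1) was called in the main comparison (log2 fold change 1.82, edgeR adjusted p 0.0955), and it was lost in 5 of the 6 fits that left out a library.

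To ask whether genes that need elt-2 at the L1 stage also differ at L4, the 153 genes lower at L1 were examined. Of 133 tested, 62 were lower in the libraries labelled elt-2 RNAi (46.6%). The median log2 fold change was 0.09, and no listed gene was at the floor in a labelled group. Matched random lists had a median of 0.30, with 95% of them between 0.02 and 0.58. Neither camera (p 0.797) nor fry (p 0.885) found a shift. Over all genes tested 10 listed genes were called lower and 9 higher, and adjusted over the list alone these were 8 and 6. Libraries of 1 labelled group differed in direction. Relative to each gene's mean, the median log2 CPM of the list was 0.34, -1.26 and 0.86 in control A, B and C, and -0.72, 0.99 and -0.45 in elt-2 RNAi A, B and C. Control B was below both other controls for 67.7% of the listed genes, against 34.0% of all tested genes. The replicate B libraries accordingly set the direction. Without elt-2 RNAi B the median was -0.84 (camera p 0.0555), without control B it was -0.30 (camera p 0.0602), and without control C it was 0.68 (camera p 0.0707). Of the 9 genes higher at L1, 6 were tested and 5 were lower here, with a median of -0.82 (camera p 0.224).

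The 276 age-regulated genes bound by ELT-2 behaved in a similar way. Of 258 tested, 137 were lower (53.1%), the median log2 fold change was -0.11, and it was unchanged with the 1 gene at the floor set to its bound. Matched random lists had a median of 0.13, with 95% of them between -0.08 and 0.31, so the list lay at percentile 1.06. Camera gave p 0.96 and fry p 0.978. There were 27 calls lower and 30 higher over all genes tested, and 25 and 29 adjusted over the list alone. By library the median level was 0.45, -0.49 and 0.35 in control A, B and C, and -0.56, 0.59 and -0.15 in elt-2 RNAi A, B and C. Without elt-2 RNAi B the median was -0.58, and without elt-2 RNAi A it was 0.07.

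The study's list of genes changed at L4 was chosen on these same libraries, so its behaviour is not independent evidence. Of its 200 lower genes 190 were tested, 149 were lower (78.4%) and 23 were called. Of its 92 higher genes 90 were tested, 8 were lower and 15 were called higher. The medians were -1.02 and 1.66. Adjusted over the list alone, which is not independent evidence, 5 and 7 genes were called. Camera placed both parts in their own direction (p 2.8e-05 and 2.93e-06), but neither held under fry (p 0.395 and 0.272) or at an estimated correlation (p 0.597 and 0.499). Here too control B and elt-2 RNAi B stood apart from their labelled groups. The lower genes had median levels of 1.64, -1.39 and 1.44 in control A, B and C, and of -1.65, 1.45 and -1.51 in elt-2 RNAi A, B and C. The higher genes had -2.19, 1.78 and -2.37, and 2.38, -2.40 and 2.23. Across the 6 fits that each left out 1 library, the number of listed genes called ranged from 5 without elt-2 RNAi C to 79 without control B.

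**Figure D3:**
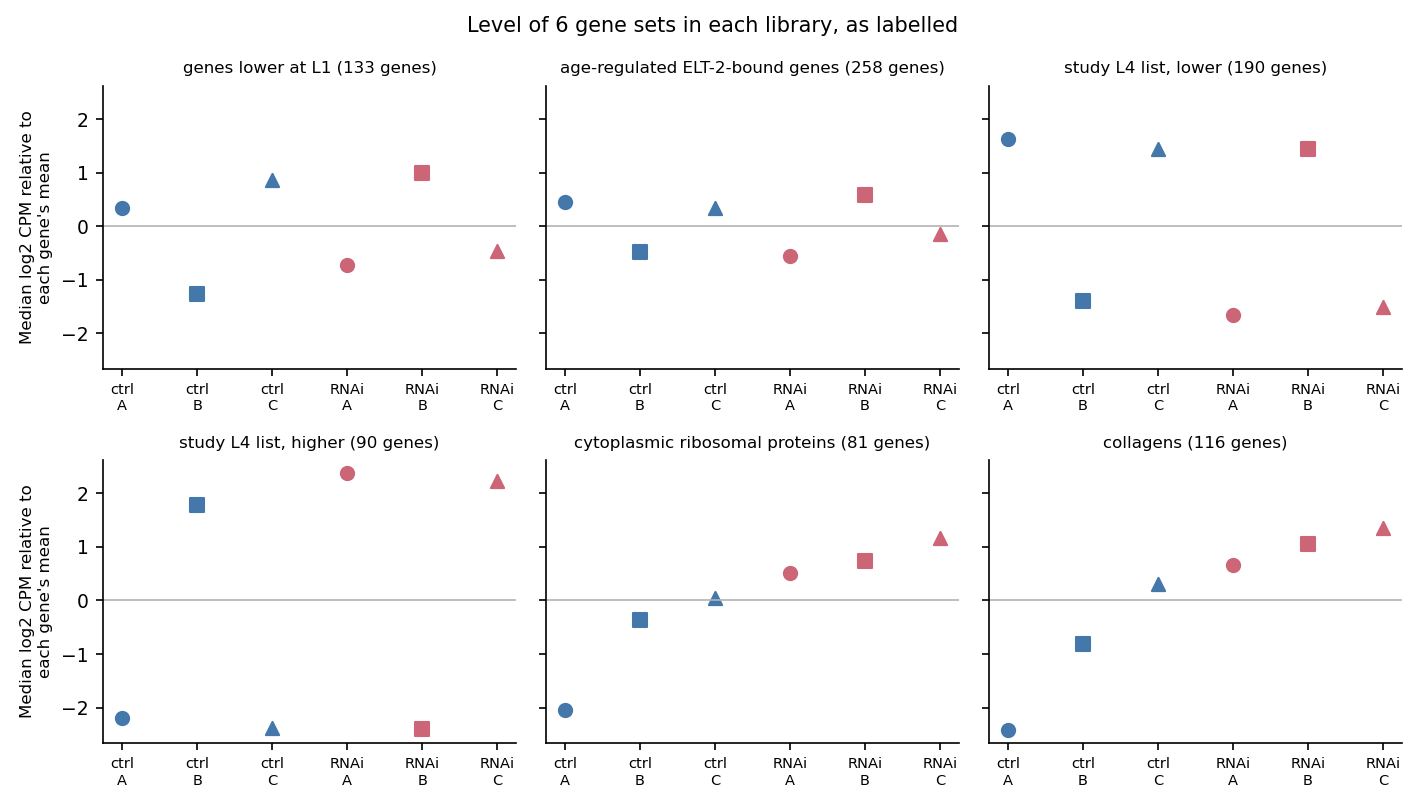
Median log2 CPM of 6 gene sets in each library, relative to each gene's mean over the 6 libraries; symbols mark the replicate letter, blue the labelled controls and red the libraries labelled elt-2 RNAi. In the first 4 sets control B and elt-2 RNAi B lie on the side of the other labelled group, while ribosomal proteins rise from -2.05 in control A to 1.17 in elt-2 RNAi C.

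The study's 3 classes were defined with use of these libraries and are given as a description. The general intestinal class (102 tested) had a median log2 fold change of -0.44 (camera p 0.0369, fry p 0.601), the intestinal establishment class (61 tested) of 0.57 (camera p 0.0178, fry p 0.0361), and the adult function class (59 tested) of -1.04 (camera p 0.00236, fry p 0.112). Matched random lists had medians of -0.05 (95% of them between -0.36 and 0.27), 0.60 (0.21 to 0.95) and -0.33 (-0.70 to 0.11), so that intestinal establishment genes, at percentile 45.5, did not stand apart from genes of like expression. None of the 3 held at an estimated correlation, where p was 0.741, 0.277 and 0.34. The general intestinal median joined opposite pairs of same-lettered libraries. Its median log2 difference was -2.73, 3.05 and -2.52 for the letters A, B and C. The same differences were 1.26, 0.58 and 0.41 for intestinal establishment, and -3.13, 0.61 and -2.36 for adult function.

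Of the 14 gene families, 5 were past an adjusted camera p of 0.05, all higher in the libraries labelled elt-2 RNAi. These were cytoplasmic ribosomal proteins (81 genes, median log2 fold change 1.41, adjusted p 3.75e-11), major sperm proteins (27 genes, 1.62, adjusted p 9.01e-06), collagens (116 genes, 1.48, adjusted p 1.17e-05), glutathione S-transferases (19 genes, 0.99, adjusted p 0.0164) and body wall muscle genes (15 genes, 0.92, adjusted p 0.0272). None of the 5 held under fry (adjusted p 0.139 each) or at an estimated correlation (adjusted p 0.636 each), and fry called only heat shock proteins (median 0.62, adjusted p 0.0367). With library size alone, where the median gene moved to -1.76, glutathione S-transferases and body wall muscle genes had negative medians (-0.72 and -0.42). Relative to the median gene all 5 stayed higher under that scaling, by 1.90, 2.19, 2.18, 1.04 and 1.35 in the order given. The share of counts taken by collagens was 2.22%, 3.45% and 14.2% in control A, B and C, and 11.1%, 11.1% and 11.3% in elt-2 RNAi A, B and C, so that control C lay above all libraries labelled elt-2 RNAi before TMM scaling. Without control A the medians of ribosomal proteins, major sperm proteins, collagens and body wall muscle genes were 0.87, 0.95, 0.82 and 0.57, and muscle was no longer past the threshold (adjusted p 0.0617). The median of glutathione S-transferases was -0.30 without elt-2 RNAi B and 0.57 without control B (adjusted p 0.1), not past the threshold in either. The innate immunity families were not past the threshold. C-type lectins had a median of 0.21 (95 genes, adjusted p 0.759), which was negative under both other library-size scalings, and lysozymes and saposins of -0.05 (25 genes, adjusted p 0.759). The lysozyme and saposin median lay at the lower edge of matched random lists (95% of them between -0.047 and 1.09, percentile 2.5). It was -1.21 without the 2 replicate B libraries (adjusted p 0.0572) and 0.38 with at least 10 counts in every library, not past the threshold in either. The other families were not past the threshold either, with medians of 0.88 for digestive proteases (17 genes, adjusted p 0.0723), 1.67 for vitellogenins (6 genes, 0.0585), -0.34 for UDP-glucuronosyltransferases (37 genes, 0.259), -0.86 for cytochrome P450s (26 genes, 0.293), -0.03 for neuropeptides (75 genes, 0.759) and 0.01 for intestinal structure genes (12 genes, 0.54). Some of these passed it when a library was left out. UDP-glucuronosyltransferases were past it and lower without elt-2 RNAi B (median -0.95, adjusted p 0.0303) and without control B (-0.67, adjusted p 0.0445), and cytochrome P450s without control B (-1.06, adjusted p 0.0445). Digestive proteases and vitellogenins were past it and higher without control C (1.96 and 2.75), without elt-2 RNAi A (1.08 and 1.88) and without elt-2 RNAi C (1.20 and 1.80). With library size alone the medians of digestive proteases, heat shock proteins and intestinal structure genes were negative (-0.56, -0.85 and -1.79). No family median changed when genes at the floor were set to their bound. Reads within the sperm protein and collagen families can be shared between similar copies, so single members are uncertain.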

Values the study reported

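The study reported 292 genes regulated by elt-2 at the L4 stage. At the L1 stage it reported 162 such genes, of which 153 had lower and 9 had higher expression after elt-2 RNAi. It assigned 103 genes to general intestinal function, 61 to intestinal establishment and 59 to adult function.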

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

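The alternatives were set before the data were examined, except the fit without the 2 replicate B libraries, which was chosen after seeing the data. The cause of each change was not tested unless a cause is named. The rise of elt-2 kept its direction in every alternative run, with log2 fold changes from 2.09 (rank product) to 5.24 (without elt-2 RNAi B) and adjusted p from 2.44e-05 (DESeq2) to 0.135. It ranged from 2.80 to 5.24 across the 6 fits that each left out 1 library, and was not called without control A or without elt-2 RNAi C.

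The count of genes moved with the scaling, the test, the threshold and single libraries. Against 1823 lower and 1489 higher genes, library size alone gave 6000 and 441, and library size without the most abundant 3% of genes gave 3553 and 1115. The rank product gave 123 and 291, and an adjusted p under 0.05 gave 675 and 912, a stricter threshold on the same fit. DESeq2 gave 1841 and 2148, of which 1721 and 1486 were the same genes, and no gene was called in opposite directions in any alternative. Across the 6 fits that each left out 1 library the counts ranged from 20 to 2360 lower and from 445 to 1930 higher, with the lowest of both without elt-2 RNAi C and the highest without control C. Without the 2 replicate B libraries 978 and 885 genes were called, with fewer libraries tested, and 717 and 739 of these were the same genes.

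The letters A, B and C did not pair the samples: the deviations of same-lettered libraries from their group means correlated at -0.21 (A), -0.57 (B) and -0.10 (C). With the replicate block 339 genes were lower and 880 higher, the study's L4 list had 13 calls, and the medians of the genes lower at L1, the C-type lectins, the intestinal structure genes and let-70 took the other sign, at -0.17, -0.42, -0.081 and 0.0040.

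The list results had no stable direction. Against a median of 0.09, the genes lower at L1 had -1.42 with library size alone, -0.36 without the most abundant 3% and -0.072 with no filter on low counts. The first 2 follow the shift of all genes (-1.64 and -0.47 against the main scaling), and relative to the median gene the list stood at 0.34 and 0.23, against 0.21 in the main comparison. Across the 6 fits that each left out 1 library the median ranged from -0.84 to 0.68. Without the 2 replicate B libraries it was -1.38 (camera p 1.3e-08, fry p 0.0206), against a p of 0.0555 to 0.985 in the other alternatives. The age-regulated genes had a median of -0.11, which was 0.073 with at least 10 counts in every library, -0.87 without the 2 replicate B libraries (camera p 1.08e-04) and from -0.58 to 0.071 across the 6 fits that each left out 1 library. With all 6 libraries, fry and an estimated correlation found no shift of either list. The study's L4 list had 38 calls, against 118 with library size alone, 58 with DESeq2, 31 with the rank product, 10 with at least 10 counts in every library, 16 at an adjusted p under 0.05, 230 without the 2 replicate B libraries, and from 5 to 79 across the 6 fits that each left out 1 library.

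The number of families past the threshold was 5, and between 4 and 7 in the alternatives other than fry (1) and an estimated correlation (0, with 0 also at an unadjusted p under 0.05, where the preset correlation gave 7). With library size alone C-type lectins, digestive proteases, glutathione S-transferases, heat shock proteins, body wall muscle and intestinal structure had medians of -1.22, -0.56, -0.72, -0.85, -0.42 and -1.79, and elt-3, vit-2 and vit-6 were at -1.53, -0.15 and -0.31, all with the shift of the median gene to -1.76. Without the most abundant 3%, C-type lectins, intestinal structure and elt-3 were at -0.23, -0.45 and -0.051. Under the rank product, which also used library size, elt-3, vit-2 and vit-6 were at -0.93, -0.28 and -0.30. let-70 was at 0.091 with DESeq2 and 0.038 with no filter, and at -1.77, -1.46 and -0.47 with library size alone, the rank product and the scaling without the most abundant 3%, again with the shift of the median gene. Lysozymes and saposins were at 0.38 with at least 10 counts in every library. Without the 2 replicate B libraries C-type lectins, glutathione S-transferases and intestinal structure were at -0.019, -0.29 and -0.46, and UDP-glucuronosyltransferases and cytochrome P450s were past the threshold, at -1.10 (adjusted p 0.00118) and -1.29 (adjusted p 0.00772). Glutathione S-transferases (adjusted p 0.594) and body wall muscle (0.84, adjusted p 0.0857) were then no longer past it.

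Across the 6 fits that each left out 1 library, medians ranged from -0.48 to 0.44 for C-type lectins, from -0.30 to 1.04 for glutathione S-transferases, from -0.17 to 0.42 for intestinal structure, from -0.91 to 0.13 for lysozymes and saposins and from -0.26 to 0.044 for neuropeptides. Log2 fold changes ranged from -0.86 to 0.039 for gst-42, from -0.11 to 0.13 for let-70, from -0.29 to 0.083 for Y45F10D.4 and from -0.39 to 0.031 for skn-1. Of 690 values of single genes and families under the alternatives, 525 kept direction and side of the threshold, 78 lost their call, 42 gained one and 45 took the other sign. The rank product gave no value for the genes lower at L1, the age-regulated genes and the families, and DESeq2 none for the families.

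The depth limits the low genes. A library labelled elt-2 RNAi had a median count of 14, 13 or 11, against 57, 29 and 17 in control A, B and C, although its total was larger. elt-4, end-1 and end-3 had too few counts to be tested.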

Other observations

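The rank product test was among the alternatives set before the data were examined. The tests of transcript length, library size and the share of the most abundant genes were set before their results were seen. All other tests here were chosen only after the patterns had been seen. The number of genes called here was 3312. That is higher than the value quoted from the study above. A rank product test on library-size fractions, at a percentage of false positives under 0.10, called 414 genes here. Only 31 of them were genes of the study's L4 list changed in its direction, so this test changed the count and did not recover the list. Most listed genes ran against their listed direction in the replicate B pair, where 10% of the lower genes were lower. The labelled groups therefore cannot test whether the study's method would recover its list.

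The called genes were first set against other splits of the libraries. Only 1 of the 10 splits of the 6 libraries, the labelled one, gave as many calls, and 10 splits cannot separate this from chance at the 0.05 level. The split with the next largest number set control A, control C and elt-2 RNAi B against the rest and gave 57 calls, with 623 genes at an unadjusted p under 0.05. The other 8 splits gave 0 calls, with 4 to 571 genes at an unadjusted p under 0.05. Technical trends were then removed. After removal of each library's trend on annotated transcript length 91.2% of the calls remained, although genes with transcripts under 450 nt had a median log2 fold change of 0.71 and those over 1200 nt of -0.24. After thinning all libraries to the smallest total 84.7% remained. These values argue against length or total count as the whole cause of the calls. Thinning did not even out depth at most genes. Control A had the smallest total but the highest median count, 57 against 11 in elt-2 RNAi C. Depth at the typical gene therefore stays open as a cause. With library sizes computed without the most abundant 3% of genes 88.7% remained, but that scaling moved the median of all genes by -0.47, so that 1823 of 1823 lower calls and 1114 of 1489 higher calls were kept, and it leaves open what part a few abundant genes play. GC content and reads shared between similar genes were not tested here.

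Many genes were read in one labelled group and hardly at all in the other. At 3 counts or fewer in each library of 1 side and at least 10 in each library of the other, there were 82 genes in the labelled split, 57 in the split that exchanges the 2 replicate B libraries, and at most 3 in each of the other 8. The source of these genes was not tested.

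For the genes lower at L1, a list taken from other libraries, the 2 replicate B libraries went the opposite way to the other 4. The library labelled elt-2 RNAi B exceeded the library labelled control B by a median log2 difference of 2.26, where matched random lists gave 95% of medians between -0.10 and 0.38. The same difference was -1.17 for the libraries lettered A and -1.30 for those lettered C. An exchange of the 2 replicate B libraries or cultures at some step is a candidate explanation. Among the 10 splits, the one that exchanges them gave the largest shift of the list, a median of -1.50 with 76.7% of genes lower on the elt-2 RNAi side, while the labelled split gave 0.09. All 280 tested genes of the study's L4 list, which was chosen on these libraries, followed their listed direction in that split, against 82.5% in the labelled split. Of its lower genes, 100%, 10% and 100% were lower in the library labelled elt-2 RNAi for the letters A, B and C. For its higher genes these shares were 0%, 85.6% and 0%. These values argue against a choice of that list on the groups as labelled here. They do not show at which step the groupings came to differ. RNAi without effect in the replicate B culture would leave control B with the other controls, but control B lay below both for 67.7% of the list, where matched random lists gave 21.1% to 35.3%. The direction of elt-2 itself did not follow an exchange. The library labelled elt-2 RNAi B was above the library labelled control B, at 5.82 against 1.54 CPM after TMM scaling. With library size alone they were at 3.69 against 2.09 CPM, and both directions were as in the libraries lettered A and C. The levels were mixed. After TMM scaling elt-2 RNAi B lay nearer the labelled controls (1.54 to 4.09 CPM) than elt-2 RNAi A and C (33.4 and 179 CPM), as an exchange would have it. Control B, which an exchange would place with elt-2 RNAi A and C, was instead the lowest library. An exchange alone does not account for the data, since the 3312 calls and the first principal component followed the labels, so that 2 differences between libraries on different splits would be needed. No library was regrouped outside these splits, and the exchange stays a hypothesis.

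For the genes lower at L1 and for the age-regulated genes, all 10 of the 10 splits gave as small a camera p as the labelled one. With labelled p values of 0.797 and 0.96 nearly any split would, so these counts decide nothing. For the study's L4 list, 2 of the 10 splits gave as many calls in its own direction, the labelled split with 38 and the split that exchanges the replicate B libraries with 55. For the gene families, 8 of the 10 splits gave as many families past the threshold, so camera at its preset correlation passed families on most arbitrary splits of these libraries.

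elt-2 counts were higher in the libraries labelled elt-2 RNAi, against the label. A reversal of all 6 labels would make the genes lower at L1 higher in the libraries labelled elt-2 RNAi, if they respond at L4 as at L1. Without the replicate B libraries their median was -1.38, which argues against it for the libraries lettered A and C. Reads from the fed double-stranded RNA itself may be counted as elt-2, and would raise every library of animals fed it. The library labelled elt-2 RNAi B, at 5.82 CPM, was above the highest control (4.09 CPM) after TMM scaling and below it with library size alone (3.69 against 14.1 CPM). A true rise of the transcript would act on the counts in the same way, so the 2 sources cannot be told apart from these counts. By qRT-PCR the study reported lower elt-2 RNA after elt-2 RNAi in adults and in L1 larvae. It described no such check for the L4 cultures. Positions of reads along the gene, which would bear on this, were not analysed here.

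For the 5 families past the threshold, reads concentrated on abundant transcripts of every kind would put each median inside the range of random lists matched on mean expression. Major sperm proteins (median 1.62, upper limit 1.45, percentile 99.85), collagens (1.48, upper limit 0.81, percentile 100) and glutathione S-transferases (0.99, upper limit 0.77, percentile 99.6) lay above it, and also above lists drawn only from genes outside the 14 families. This argues against concentration on abundant transcripts of every kind as the whole cause for these 3, although the glutathione S-transferase median was -0.30 without elt-2 RNAi B. Body wall muscle genes (0.92, between 0.54 and 1.65, percentile 24.8) lay inside, consistent with such a concentration. Ribosomal proteins (1.41, between 1.09 and 1.46, percentile 93.6) lay inside, but above lists drawn from genes outside the families (upper limit 1.32), so for them concentration and a change of the family cannot be told apart. A difference in developmental timing between cultures was not tested.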
